# Defensive effect of microRNA-200b/c against amyloid-beta peptide-induced toxicity in Alzheimer's disease models

**DOI:** 10.1371/journal.pone.0196929

**Published:** 2018-05-08

**Authors:** Sayuri Higaki, Masashi Muramatsu, Akio Matsuda, Kenji Matsumoto, Jun-ichi Satoh, Makoto Michikawa, Shumpei Niida

## Abstract

MiRNA molecules are important post-transcriptional regulators of gene expression in the brain function. Altered miRNA profiles could represent a defensive response against the pathogenesis of neurodegenerative disorders, such as Alzheimer's disease (AD). Endogenous miRNAs have lower toxic effects than other gene silencing methods, thus enhancing the expression of defensive miRNA could be an effective therapy. However, little is known about the potential of targeting miRNAs for the treatment of AD. Here, we examined the function of the miR-200 family (miR-200a, -141, -429, -200b, -200c), identified using miRNA microarray analysis of cortical tissue from Tg2576 transgenic mice. In murine primary neurons, we found that upregulation of miR-200b or -200c was induced by the addition of amyloid beta (Aβ). Neurons transfected with miR-200b or -200c reduced secretion of Aβ in conditioned medium. Moreover, mice infused with miR-200b/c into the brain were relieved of memory impairments induced by intracerebroventricular injection of oligomeric Aβ, and demonstrated proper spatial learning in the Barnes maze. To gain further understanding of the relationship between miR-200b/c and Aβ, we identified target mRNAs via an RNA-binding protein immunoprecipitation-microarray assay. Western blot analysis showed that expression of ribosomal protein S6 kinase B1 (S6K1), a candidate target, was inhibited by miR-200c. S6K1, a downstream effector of mammalian target of rapamycin (mTOR), serves as a negative feedback mediator that phosphorylates insulin receptor substrate 1 at serine residues (IRS-1pSer). S6K1-dependent IRS-1pSer suppresses insulin signaling leading to insulin resistance, which is frequently observed in AD brains. Notably, miR-200b/c transfection of SH-SY5Y cells reduced the levels of IRS-1pSer. This finding indicates that miR-200b/c has the potential to alleviate insulin resistance via modulation of S6K1. Taken together, miR-200b/c may contribute to reduce Aβ secretion and Aβ-induced cognitive impairment by promoting insulin signaling.

## Introduction

Alzheimer’s disease (AD) is an age-related neurodegenerative disease that is currently the most common cause of dementia worldwide, and is characterized by the hallmark pathology of amyloid-beta (Aβ) deposition [1]. Accumulating evidence supports the amyloid hypothesis of AD pathogenesis, i.e., that Aβ peptides play a crucial role in initiating the disease and trigger a complex pathological cascade, which leads to neuronal damage [2]. Aβ peptide is derived from amyloid precursor protein (APP) by sequential proteolytic processing by α-, β-site amyloid precursor protein-cleaving enzyme 1 (BACE1) and γ-secretase [3]. Excessive accumulation and secretion of Aβ, especially Aβ1–42, which is cleaved by BACE1 and γ-secretase, may facilitate the aggregation of senile plaques in the brains of elderly individuals, leading to increased neurodegeneration [4].

The mouse model of AD, Tg2576, expresses the Swedish mutant of APP under control of the hamster prion protein promoter [5]. In the Tg2576 mouse brain, amyloid plaque deposition reaches detectable levels around 9–10 months, and dense Aβ plaques are most frequently observed in the cortex, subiculum, and presubiculum [5]. Between 15 and 23 months of age, Aβ plaques in the Tg2576 mouse brain accumulate to levels similar to those seen in the brains of patients with AD [6]. Abnormal amyloid assembly and deposition can disrupt normal neuronal activity. Behavioral assessments have shown that Tg2576 mice exhibit spatial memory decline at as early as 10 months of age [7, 8]. Accumulation of Aβ is not sufficient to explain the pathology of AD, although it certainly induces some of the characteristic symptoms.

Over the past decade, epidemiological observations have supported a connection between AD and type 2 diabetes. Impaired insulin signaling is thought to be involved in AD [9, 10]. AD pathology is sometimes referred to as “type 3 diabetes”, because postmortem AD brains present poor responsiveness to insulin, that is, insulin resistance, independent of peripheral insulin levels [11]. Recent evidences suggest that insulin signaling has important role to be neuroprotective [12, 13], and to control synapse formation [14]. Oligomeric Aβ leads to loss of insulin receptors from synaptic plasma membranes [13, 15], and inhibition of neural insulin receptor substrate 1 (IRS-1) [16]. Insulin resistance can induce autophagosome accumulation, which contributes to additional Aβ peptide generation [17]. Thus, unfavorable interactions between insulin signaling and Aβ may ultimately result in memory impairment.

MicroRNAs (miRNAs) are small, non-coding, regulatory RNA molecules that fine-tune cellular gene expression at a post-transcriptional level. They are predicted to regulate about 30% of protein-coding genes and up to 90% of the genome. Importantly, approximately 70% of all identified miRNAs are expressed in the brain [18]. Disease can disrupt their coordinated expression; thus, changes in miRNA expression may result in pathogenesis.

MiRNAs also have a therapeutic role. MiRNA based-RNA interference (RNAi) therapies have an advantage in that they have lower toxicity than other gene-silencing methods, such as short hairpin RNAs [19]. Delivery of miRNAs *in vivo* successfully suppresses tumor activities without inducing toxicity [20]. Intravenous administration of nanoparticles, including anti-miRNA, decreases the cell proliferation and tumor size of glioblastomas in the brain as well as in peripheral organs [21]. However, to date most studies have focused on the role of miRNAs in tumor suppression, with the development of miRNA therapy for AD lagging behind that in cancer research.

In the present study, we aimed to identify differential expression of miRNAs in the early period of Aβ accumulation in the Tg2576 mouse brain, when the brain is naive to Aβ toxicity, in order to avoid the complicating effects of inflammation and dysregulation that follows long-term exposure to Aβ. Then, the effectiveness of potential therapeutic miRNAs were validated *in vitro* and *in vivo*. We further investigated the target genes and signaling of therapeutic miRNAs aimed at alleviating against Aβ-induced toxicity.

## Material and methods

### Animals

Wild-type C57BL/6J mice (CLEA Japan Inc, Kawasaki, Japan) and Tg2576 mice (Taconic Biosciences Inc., Hudson, NY, USA) at 10- and 17-months-old were used for RNA extraction from brain cortex tissue. For the isolation of primary murine neuronal cells, pregnant C57BL/6J mice (embryonic-day 17) were euthanized and the embryos were collected. For behavioral testing, male C57BL/6J mice (13–14-weeks-old) were housed in plastic cages and kept in a regulated environment with a 12-h light/dark cycle. Food and tap water were available *ad libitum*.

All animal studies were performed according to the protocols approved by the Ethics Committees of the National Center for Geriatrics and Gerontology, Japan. The procedures involving mice and their care were conducted in line with international guidelines, specifically the Principles of Laboratory Animal Care (National Institutes of Health Publication 85–23, revised 1985).

### Microarray analysis

Total RNA, including both large and small RNAs, was extracted from mouse cortices using the mirVana PARIS kit (Ambion, Austin, TX, USA) according to the manufacturer’s instructions. The purity and the quality of the RNA samples were evaluated using a Nanodrop (Thermo Scientific, Hudson, NH, USA) and Bioanalyzer (Agilent, Santa Clara, CA, USA), and conformed to the required levels for microarray analysis. For the miRNA array, total RNA was labeled using a miRNA Complete Labeling and Hyb kit. For the gene expression array, total RNA was labeled using a Low Input Quick Amp Labeling Kit (Agilent). The RNA was hybridized to a Mouse miRNA Release 16.0 8×60 K array (Agilent) and a SurePrint G3 Mouse GE 8×60 K array (Agilent), respectively, according to the manufacturer’s protocols. GeneSpring GX (Agilent) and Ingenuity Pathway Analysis (IPA) software (Ingenuity Systems, Redwood City, CA, USA) were employed to process the output data from the microarrays.

### Quantitative real-time polymerase chain reaction (qRT-PCR)

According to manufacturer’s protocol, the expression levels of miRNAs and mRNAs were determined using TaqMan^TM^ MicroRNA Assays (Applied Biosystems, Foster City, CA, USA) and TaqMan^TM^ Gene Expression Assays (Applied Biosystems), respectively. The reverse transcription reaction was carried out with TaqMan^TM^ MicroRNA Reverse Transcription Kit (Applied Biosystems) and the High Capacity cDNA Reverse Transcription Kit (Applied Biosystems), respectively. The synthesized cDNA samples were amplified using TaqMan^TM^ Universal PCR Master Mix, no UNG (Applied Biosystems). qRT-PCR was performed using the 7300 Real-Time PCR System (Applied Biosystems). The Ct values of miRNA and mRNA were normalized using U6-snRNA and GAPDH, respectively, and evaluated using the 2^–ΔΔCt^ method.

### Isolation of primary murine neuronal cells

Primary murine neuronal cells (PMNCs) were isolated as follows. Briefly, embryonic brains were dissected and cortical tissues were isolated under sterile conditions. The dura mater and pia mater were removed carefully, followed by mincing of the cortical tissues. To produce a single cell suspension, 250 μL of trypsin (2.5%) and 250 μL of DNase I (2 mg/mL) were added to a 5 mL suspension of minced tissue in phosphate-buffered saline (PBS), and incubated for 20 min at 37°C. After removing the supernatant containing excessive membranes, (1) 150 μL of DNase I (2 mg/mL) and 7 mL medium for PMNCs were added to the cell pellets, and single cell suspensions were made by gentle pipetting. (2) The cell suspensions were incubated for 5 min by standing to separate cells in the supernatant from the tissue debris in the pellet. Then, step (1) and (2) were repeated, the supernatants were subsequently pooled in a new tube and centrifuged at 300 × *g* for 5 min at 4°C. The cells were then counted and seeded at 1 × 10^6^ cells/mL on 100 mm^2^ culture dishes pre-coated with poly-D-lysine.

### Cell culture and transfection of miRNA

PMNCs were maintained in Dulbecco’s modified Eagle medium/F12 (DMEM/F12; Invitrogen, Carlsbad, CA, USA) containing bovine albumin fraction V (1:75), 100 μg/mL apo-transferrin (Invitrogen), 5 μg/mL insulin from bovine pancreas (Sigma-Aldrich, St. Louis, MO, USA), 5.2 ng/mL sodium selenite (Sigma–Aldrich), 6.3 ng/mL progesterone (Sigma-Aldrich), and 16 μg/mL putrescine dihydrochloride (Sigma-Aldrich). The cells were cultured at 37°C in a humidified incubator with 5% CO_2_. The culture dishes and plates were pre-coated with poly-D-lysine (Sigma–Aldrich).

SH-SY5Y cells were cultured in DMEM/F12 medium (Gibco, Carlsbad, CA, USA) supplemented with 10% fetal bovine serum (FBS; Sigma–Aldrich) and 1% penicillin/streptomycin (Wako Pure Chemical Industries, Ltd., Osaka, Japan). The medium was changed to a serum- and antibiotic-free medium immediately before miRNA transfection. Primary neuronal cells and SH-SY5Y cells were transfected with miRNA mimics, Pre-miR miRNA precursors, or Negative Control #1 (NC) (Ambion, Austin, TX, USA) using Lipofectamine RNAiMAX transfection reagent (Invitrogen) according to the manufacturer’s protocol.

### Enzyme-linked immunosorbance assay (ELISA)

Levels of Aβ1–40 and Aβ1–42 secreted into conditioned medium were quantitated using a Human/Rat β Amyloid (40) ELISA Kit Wako II and Human/Rat β Amyloid (42) ELISA Kit v High-Sensitive (Wako), respectively. Briefly, PMNCs were plated in 6-well plates and, after 2 days of culturing, the serum was washed out using three changes of sterilized PBS. Serum-free medium was added to each well and, after 48 h, the incubation-conditioned medium was collected and diluted 1:5 for the Aβ1–40 assay and 1:2 for the Aβ1–42 assay, in a standard dilution buffer provided by the manufacturer.

### Preparation of oligomeric Aβ

Oligomeric Aβ1–42 (oAβ) was prepared as previously described [22]. Briefly, human Aβ1–42 (Peptide institute, Inc., Osaka, Japan) peptide was dissolved to 1 mM in 100% 1,1,1,3,3,3,-hexafluoro-2-propanol (HFIP) and dried down in a vacuum centrifugal evaporator. Then, the monomeric Aβ was resuspended to a 5 mM concentration in dimethyl sulfoxide (DMSO) and diluted to 100 μM in ice-cold cell culture medium DMEM-F12 (glutamine free) and left to oligomerize overnight at 4°C. Immediately after dilution to a final concentration of 2.5 μM with PBS, the oAβ peptide was flash-frozen in liquid nitrogen and stored at −20°C until use. The peptide solution was separated on a 5–20% Super Sep^TM^ Ace sodium dodecyl sulfate polyacrylamide (SDS-PAGE) gel (Wako), followed by Coomassie brilliant blue-staining to confirm the production of oAβ.

### Transfection of miRNA into mouse brain

The Accutarget miRNA mimic miR-200b/c (a mixture containing equal molar concentrations of miR-200b and miR-200c) or Negative control #1 (NC) (HPLC-grade; Bioneer, Daejon, Korea) was prepared for intracerebroventricular (i.c.v.) transfection into mouse brains, using Invivofectamine® 2.0 reagent (Invitrogen) in accordance with the manufacturer’s protocol. Briefly, 0.75 mg/mL miRNA in Invivofectamine®® solution was incubated for 30 min at 50°C, followed by dialysis using micro Float-A-Lyzer (molecular cut-off 8–10 kD; Spectrum Laboratories Inc., Rancho Domingo, CA, USA) in PBS (pH 7.4) for 2 h. The Invivofectamine® 2.0−miRNA duplex mixture was injected into the brain as described previously [23]. C57BL/6J mice were anesthetized with sodium pentobarbital (40 mg/kg, intraperitoneally [i.p.]) and a guide cannula (7 mm, 0.4-mm inner diameter, 0.5-mm outer diameter; Eicom, Kyoto, Japan) implanted into the right lateral ventricle (coordinates: −0.3 mm anteroposterior, 1.0 mm mediolateral from bregma, −2.5 mm dorsoventral from the skull). To seal the top of the guide cannula, a dummy cannula (0.3 mm in diameter; Eicom) was left in place throughout the experiment. One day after recovery from surgery, 21 mice were divided into two groups and mice in each group were treated with 2 μL vehicle (PBS) (n = 10) or oAβ (n = 11) through an infusion cannula (7.2 mm, 0.3 mm in diameter; Eicom) that was connected to a microsyringe by a polyethylene tube. In each group, an additional 3 μL of NC (vehicle: n = 5; oAβ: n = 5) or miR-200b/c (vehicle: n = 5; oAβ: n = 6)-Invivofectamine® duplex was co-injected with the vehicle or oAβ at a flow rate of 1 μL/min; mice were handled gently to minimize stress. Twenty hours after the infusion of oAβ and miRNA, mice were subjected to behavioral testing. Time spent on an injection of total 5 μL cocktail was about 5 minutes. The infusion was conducted daily during habituation and training (S1 Fig).

### Behavioral testing

The spatial learning impairment induced by oAβ was assessed using the Barnes maze, which has been described elsewhere [24, 25]. The apparatus consisted of a white circular disk (100-cm diameter, 75.5-cm high from the floor) with 12 holes (4 cm diameter) equally arranged like a clock face. One escape hole contacted the hole of the black acrylic escape box (13 × 17 × 7 cm) immediately below the disk, and the residual holes remained open. Each trial began with placing the mouse in a white acrylic cylinder (17-cm high, 11-cm diameter) in the center of the maze. After approximately 10 s, the cylinder was sunk below the surface of the maze remotely by the experimenter, which allowed mice to start at a random orientation. If the mouse did not enter the escape hole within 300 s, the experimenter gently guided it there. The mouse was left in the escape box for 60 s before being returned to its home cage. After each trial, the maze was rotated, and the maze and escape box were cleaned with 70% ethanol to prevent odor cues. The mice performed four trials per day for five consecutive days. The position of the escape hole remained constant for all mice over the training session. The mice could learn the position of the escape hole by using the objects hung in the experimental room as visual cues. The individuals that did not enter the escape hole for eight successive trials were excluded from this test. On the sixth day, the mice were subjected to a 300-s probe test on the maze in order to test their memory of the location of the escape hole, from which the escape box had been removed. During all trials as well as the probe test, the entire view of the maze was recorded using a CCD camera connected to a computer, and the data were analyzed using MatLab (Mathworks Inc., Natick, MA, USA) software, which allows automated tracking and analysis of escape paths.

### *In situ* hybridization

On the same day as the probe test finished, mice were anesthetized and perfused transcardially with cold 4% paraformaldehyde in PBS, pH 7.4. The brains were removed and immersed in 30% sucrose in PBS and embedded in optimum cutting temperature compound (Sakura Finetek Japan, Tokyo, Japan). The brain sections (10-μm thick) were cut on a cryostat, transferred to a glass slide, and kept at −20°C. To detect miR-200b expression, a 3′ and 5′-digitoxin (DIG)-labeled locked nucleic acid (LNA) probe was purchased from Exiqon (Woburn, MA, USA). *In situ* hybridization was performed as previously described, with slight modifications [26]. Briefly, the tissue on the slide was fixed in 4% paraformaldehyde (PFA) in PBS for 10 min, and rinsed in PBS for 3 min, three times. The slides were immersed in the acetylation solution (100 mM triethanolamine and 2.5 mM acetic anhydride/HCl, pH 8.0), which was prepared at the time of use, with stirring, for 10 min. After rinsing the slides in PBS for 5 min, samples were treated with 5 μg/mL Proteinase K (Roche Diagnostics, Mannheim, Germany) in PBS for 5 min. Then, the slides were washed in PBS for 20 min and prehybridized in a hybridization buffer (50% formamide, 5× Denhardt's solution, 5× standard saline citrate (SSC), 0.2 mg/mL yeast RNA (Sigma–Aldrich), 0.5 mg/mL salmon sperm DNA (Sigma–Aldrich), 2% blocking reagents) at room temperature (RT) for 4 h. The LNA DIG-labeled probe (20 nM) was prepared in hybridization buffer supplemented with 0.25% CHAPS and 0.1% Tween 20, and hybridization was performed at 60°C overnight. The slides were soaked in 5× SSC followed by 0.2× SSC at 60°C for 1 h and rinsed in B1 solution (0.1 M Tris pH 7.5, 0.15 M NaCl) at RT for 10 min. For immunostaining, the slides were pre-incubated in blocking solution (10% FBS, 0.05% Tween 20 in B1 solution) for 1 h and incubated using an anti-DIG-alkaline phosphatase antibody (1:2000; Roche Diagnostics) in the blocking solution at 4°C overnight. The slides were rinsed in the B1 solution and equilibrated in the B3 solution (0.1 M Tris pH 9.5, 0.1 M NaCl, 50 mM MgCl_2_). To detect alkaline phosphatase, the slides were incubated with 340 μg/mL nitroblue tetrazolium (NBT), 175 μg/mL 5-bromo-4-chloro-3-indolyl phosphate (BCIP), 2.4 mM levamisole, and 0.05% Tween 20 in B3 buffer for 2 h. The staining reaction was stopped by washing slides in PBS containing 0.1% Tween 20 for 10 min, three times. The slides were mounted using VectaMount (H-5501; Vector Laboratories, Burlingame, CA, USA).

### RNA-binding protein immunoprecipitation microarray (RIP-chip)

Argonuate 2 (AGO2) immunoprecipitation was conducted using an RIP-assay kit for miRNA (MBL, Nagoya, Japan) following the manufacturer’s instructions, with minor modifications. Briefly, an anti-EIF2C2/Ago2 monoclonal antibody (RN005M; MBL) was incubated with Dynabeads Protein G (Life Technologies, AS, Oslo, Sweden) at 4°C for 30 min to prepare antibody-immobilized beads. A mouse IgG1 isotype control (M075-3; MBL) was used as a negative control. The SH-SY5Y cells transfected with 5 nM pre-miR-200b, -200c, or NC (Ambion) for 24 h were lysed with 500 μL of lysis buffer. The lysate was incubated with Dynabeads Protein G without antibody at 4°C for 30 min to reduce non-specific adsorption. Then, the cell lysate was transferred into a tube containing antibody-immobilized Dynabeads Protein G, and incubated for 4 h at 4°C. The complex was washed four times with wash buffer followed by large and small RNA isolation. The total RNA was labeled using a Low Input Quick Amp Labeling Kit (Agilent). The RNA was hybridized to a SurePrint G3 Human GE 8×60 K array (Agilent), according to the manufacturer’s protocol. GeneSpring GX (Agilent) was employed to process the output data.

### Co-transfection and luciferase reporter assay

The SH-SY5Y cells were plated in 24-well plates. After 48 h, using Lipofectamine 3000 (Invitrogen), the cells were co-transfected with 25 nM pre-miR-200b, -200c, or NC (Ambion) and with 0.5 μg of pEZX-MT01 plasmid (GeneCopoeia, Rockville, MD, USA) expressing the 3'-UTR target sequence clone, ribosomal protein S6 kinase B1 (S6K1; cat no. HmiT066134-MT01), JUN (cat no. HmiT009853-MT01), serine/arginine-rich splicing factor 1 (SRSF1; 11–2495 bp and 2384–4826 bp of separated sequence clone; SRSF1-a; cat no. HmiT016880a-MT01, and SRSF1-b; cat no. HmiT016880b-MT01), respectively, or a negative control clone (cat no. CmiT000001-MT01). For zinc finger E-box-binding homeobox 1 (ZEB1; cat no. HP215380), the plasmid expressing the 3'-UTR target sequence clone was purchased from OriGene Technologies, Inc. (Rockville, MD, USA). The dual luciferase activity of cells after 24 h of transfection was measured using a Luc-Pair™ miR Luciferase Assay kit (GeneCopoeia, cat. no. LPFR-M030) according to the manufacturer's protocol. Firefly luciferase activity was normalized to Renilla luciferase activity in the same well.

### Western blot

SH-SY5Y cells transfected with 25 nM pre-miR-200b, -200c, or NC (Ambion) for 48 h were harvested with radioimmunoprecipitation (RIPA) buffer (Sigma–Aldrich). The cell lysates were separated on 5–20% Super Sep^TM^ Ace SDS-PAGE gels (Wako) and transferred to polyvinylidene fluoride membranes (GE HealthCare, Little Chalfont, UK). Blots were blocked in 5% skimmed milk at RT for 30 min and incubated at 4°C overnight in Canget Signal solution 1 (TOYOBO, Osaka, Japan) containing one of the following: anti-Actin (C-11; Santa Cruz Biotechnology, Santa Cruz, CA, USA; 1:5000), anti-ZEB1 (E20; Santa Cruz Biotechnology; 1:1000), anti-S6K1 (E343; Abcam, Cambridge, MA, USA; 1:5000), anti-SRSF1 (12929-2-AP; Proteintech, Chicago, IL, USA; 1:5000), anti-IRS1 (1:500), anti-phospho-IRS1 (S302/307; 1:1500), anti-phospho-IRS1 (S1097/1101; 1:1500), anti-phospho-IRS1 (S307/312; 1:3000), anti-phospho-IRS1 (S636/639; 1:1500), or anti-JUN (60A8; 1:2500) antibodies (the latter all purchased from Cell Signaling Technologies; Beverly, MA, USA). Following washing in Tris-buffered saline with 0.5% Tween 20 (TBS-T), the membranes were incubated at RT for 2 h with rabbit anti-goat IgG-HRP or donkey anti-rabbit IgG-HRP in Canget Signal solution 2 (TOYOBO). Then, immunoreactive bands were visualized using Immunostar LD (Wako), and luminescent images were analyzed using a LAS-4000 imager (Fujifilm, Tokyo, Japan).

### Statistical analysis

All data are expressed as mean ± SEM. Statistical analysis was performed using StatFlex version 6 software (Artech Co. Ltd. Osaka, Japan). In the microarray data and the experiment *in vitro*, the means of two groups were tested by an unpaired Student’s *t* test. In the experiment *in vivo*, a 2-way repeated measures ANOVA was used to compare the escape latency and treatment groups in 5 days of training. A chi-square test was applied to compare the occupation rate and the value of chance level. A value of *P* < 0.05 was considered to be statistically significant.

## Results

### MiRNA and mRNA expression profile of the Tg2576 mouse brain

The miR-200 family was upregulated in the cortices of 10-month-old Tg2576 mice as compared with age-matched WT mice in the microarray analysis. 

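Total RNA from the cortices of 3 WT and 3 Tg2576 mice at 10 months of age, and of 3 WT and 3 Tg2576 mice at 17 months, was hybridized to 1-colour miRNA arrays, with 1 array per sample. The authors deposited the intensity of each spot after background subtraction by Agilent Feature Extraction, not normalized between arrays, and a table of log2 values per miRNA. An array held 43200 spots for 2780 probes and 1080 miRNAs, of which 1023 were mouse miRNAs, with a median of 20 spots per probe and 2 probes per miRNA. The intensities were averaged over the spots of a probe, without the spots that Feature Extraction marked as outliers, and then over the probes of a miRNA. Each value was divided by the 75th percentile of its array, taken over the 402 probes that were well above background on all 24 miRNA arrays. Values under a floor of -5.67 on the log2 scale, which is the median over arrays of the lowest scaled signal well above background, were set to the floor. A miRNA was tested if it was detected on at least 2 arrays of a group. At 10 months, 307 to 314 miRNAs were detected per array in WT mice (median 309) and 274 to 307 in Tg2576 mice (median 286). At 17 months, 241 to 255 were detected in WT mice (median 247) and 248 to 277 in Tg2576 mice (median 256). The number of arrays limits the precision. The 3 Tg2576 arrays of each age lay on 1 slide and the 3 WT arrays on 2 slides. The genotypes were compared with limma 3.58.1 and Benjamini-Hochberg adjustment over the miRNAs tested, and the means of the families with exact permutation tests.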

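The mean log2 value of the 5 members of the miR-200 family was -4.01 ± 0.69 (SD, n = 3) in the cortices of 10-month-old WT mice and -0.66 ± 1.62 (SD, n = 3) in those of 10-month-old Tg2576 mice. The difference of 3.35 on the log2 scale, or 10.2-fold, was larger than the pooled SD of 1.24. The arrays of the Tg2576 mice ranged from -2.52 to 0.38 and those of the WT mice from -4.80 to -3.55, so that each Tg2576 array was above each WT array (two-sided exact permutation test, p = 0.1, the smallest p that 3 mice against 3 allow). The alternative that moved the difference most, apart from leaving out an array, was background correction by normexp on the median spot signal, chosen after seeing the data, which gave 2.37. Without Tg2576 replicate 3 the difference was 4.28, and without Tg2576 replicate 1 it was 2.83. With the slide as a block it was 2.95. On the mRNA arrays of the same groups, 20 marker genes of the olfactory bulb were also higher in the 10-month-old Tg2576 cortices, with a median log2 fold change of 1.05.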

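Of the 317 miRNAs tested in the cortices of 10-month-old mice, limma called 0 at an adjusted p under 0.05, with a smallest adjusted p of 0.414. At an unadjusted p under 0.05, limma gave 25 miRNAs, where chance alone gives 13 of the 265 that were not at the floor on every array, and the methods' t-test gave 23. The methods' t-test with their fold-change threshold gave 7 miRNAs, all higher in Tg2576 mice, namely miR-200a, miR-200b, miR-200c, miR-141, miR-429, miR-183 and miR-96. After Benjamini-Hochberg adjustment the methods' t-test gave 0. miR-200b rose 9.16-fold (standard error 0.95 on the log2 scale, limma adjusted p = 0.423) and miR-200c rose by 3.36 on the log2 scale (standard error 0.91, limma adjusted p = 0.414). The log2 fold change was 3.51 for miR-200a, 3.35 for miR-141, 3.33 for miR-429, 3.69 for miR-183 and 3.63 for miR-96, with limma adjusted p between 0.414 and 0.424. Of these, miR-200c was detected in 2 of 3 WT mice, and the others in every mouse. miR-182 was detected in 0 of 3 WT mice and in 2 of 3 Tg2576 mice, and its fitted log2 fold change, with 4 of the 6 arrays set to the floor, was 1.30 (limma adjusted p = 0.815). Over these 8 miRNAs, adjusted over the list alone, limma called 7, which is not independent evidence because the study chose them on these samples. Counted with limma, the number of miRNAs past the fold-change threshold and an unadjusted p under 0.05 was 7 with every array, 4 without WT replicate 1, 0 without WT replicate 3, 1 without Tg2576 replicate 1, 0 without Tg2576 replicate 2 and 8 without Tg2576 replicate 3. Without Tg2576 replicate 3, limma called miR-200c at a log2 fold change of 4.30 (limma adjusted p = 0.00862, which was 0.126 to 1 under the other alternatives), and also miR-182 and miR-331-3p, the last named after its value was seen. All WT values of miR-182 were set to the floor, so their SD of 0 does not measure the spread between mice. Among the miRNAs with an unadjusted p under 0.05 and no overlap between the genotypes, the largest decrease was that of miR-674*, which fell by 0.20 on the log2 scale (standard error 0.05, limma adjusted p = 0.414). The next were miR-193b with a log2 fold change of -0.19, miR-133b with -0.18, miR-133a with -0.17 and miR-129-1-3p with -0.15, of which miR-133a and miR-133b were higher in Tg2576 mice after normexp, at 0.23 and 0.17, where the median log2 fold change of all miRNAs tested was 0.15. In 36 of these 265 miRNAs (13.6%) the genotypes did not overlap, where chance gives at most 10%. miR-1187 was detected in 3 of 3 WT mice and 0 of 3 Tg2576 mice, with its mean over probes at the floor on each array.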

While some downregulated miRNAs were observed, we focused on the significantly upregulated miR-200 family members (miR-141, -200a, -200b, -200c, and -429) and the miR-183 family members (miR-96, -182, and -183), which had higher expression levels in 10-month-old Tg2576 mice (fold-change > 2.0, unpaired Student’s *t*-test; *p* < 0.05; Fig 1A).

**Fig 1:**
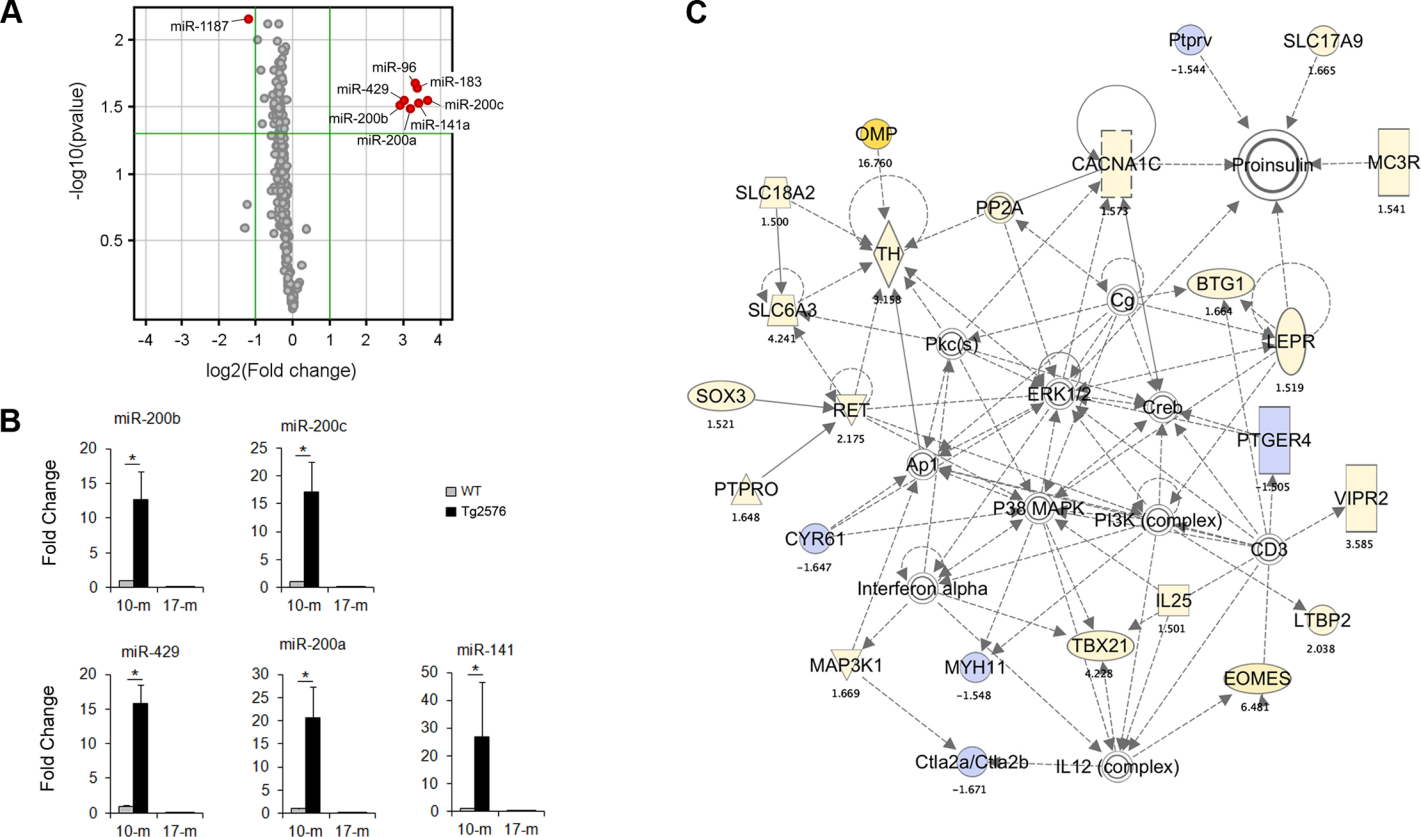
The members of the miR-200 family and related differentially expressed mRNA network are implicated in insulin signaling in the cortex of 10-month-old Tg2576 mice. (A) Volcano plot showing microarray data of significantly upregulated miRNAs in the cortices of 10-month-old (10 mo.) Tg2576 mice as compared to wild-type (WT) mice. The threshold values for fold change were set at > 2 or < 0.5 (outside the vertical lines) and P value < 0.05 (above the horizontal line); red points in the plots represent the significant differentially expressed miRNA. The miRNAs that were upregulated were members of the miR-200 and miR-183 families. (B) qRT-PCR was used to validate the upregulation of miR-200 family members using TaqMan assays. The upregulation of members of this miRNA family was confined to the 10 mo. period, a phase during which Aβ accumulation increases. (C) The top network of differentially expressed mRNA as identified by IPA analysis of the microarray data. Up- and down- regulated genes are colored in yellow and blue, respectively. Solid and dashed arrows indicate direct and indirect connections, respectively. Subscripted numbers indicate fold change. The network involves components of the insulin signaling pathway.

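The mean log2 value of the 3 members of the miR-183 family was -4.43 ± 0.49 (SD, n = 3) in 10-month-old WT cortices and -1.56 ± 1.47 (SD, n = 3) in 10-month-old Tg2576 cortices. The difference of 2.87, or 7.32-fold, was larger than the pooled SD of 1.10, and each Tg2576 array was above each WT array (two-sided exact permutation test, p = 0.1). The difference was 4.69 with the authors' log2 values. The mean includes miR-182, which was detected in 0 of 3 WT mice and 2 of 3 Tg2576 mice. Its other values were set to the floor, so the fold of the family depends on the floor. miR-183 rose 12.9-fold and miR-96 rose 12.4-fold.

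**Figure D1:**
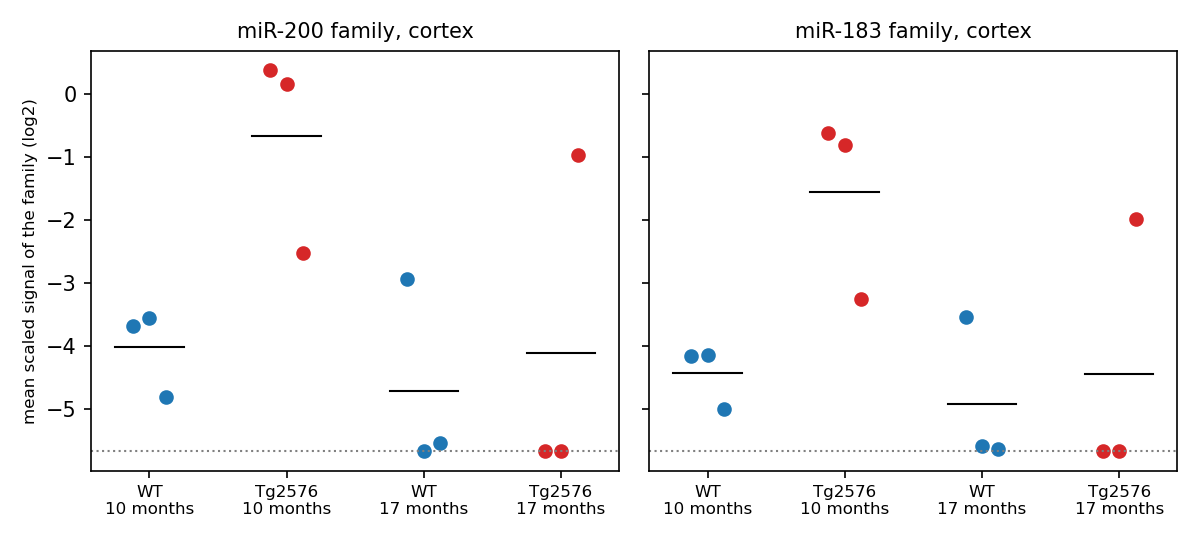
Mean scaled signal (log2) of the members of the miR-200 family (left) and the miR-183 family (right) in each cortex sample, by genotype and age. Each point is 1 array, WT in blue and Tg2576 in red, the bar is the mean of 3 arrays, and the dotted line is the floor at -5.67. At 10 months the Tg2576 arrays lie above the WT arrays, and at 17 months the genotypes overlap.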

We used 10-month-old and 17-month-old mice to confirm the miRNA response to the early period of Aβ accumulation in the Tg2576 mouse brain, since Tg2576 mice show increased Aβ levels from 9–10 months of age and show significant cognitive memory loss around 15–18 months of age [27]. With regard to the comparison between the cortices of 17-month-old WT vs. Tg2576 mice, only miR-1187 was significantly decreased. 

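In the cortices of 17-month-old mice, 255 miRNAs were tested. At an adjusted p under 0.05 limma called 0 of them, with a smallest adjusted p of 0.186. At an unadjusted p under 0.05, limma gave 41 and the methods' t-test 31, where chance gives 12 of the 244 not at the floor on every array. The methods' t-test with their fold-change threshold gave 0. With arrays scaled by the 75th percentile over all probes, limma called 133 miRNAs, all of them higher in Tg2576 mice, where the median log2 fold change of all miRNAs tested was 0.471. Without WT replicate 3, limma called 15, but the genotypes then shared no slide, so that count cannot separate slide from genotype. miR-1187 was detected in 0 of 6 mice at this age, with its value at the floor on every array, and it did not enter the test. Among the miRNAs with an unadjusted p under 0.05 and no overlap between the genotypes, the largest decreases were those of miR-150 (log2 fold change -0.48, standard error 0.07, limma adjusted p = 0.186), miR-1937c (-0.48), miR-328 (-0.46), miR-222 (-0.44) and miR-484 (-0.43). Scaled over all probes, the first 4 of these were higher in Tg2576 mice by 0.01 to 0.05. The largest increases were those of miR-219-5p (log2 fold change 0.78, standard error 0.17, limma adjusted p = 0.186), miR-219-3p (0.56), miR-338-3p (0.40), miR-21 (0.27) and miR-15b (0.27). The genotypes did not overlap in 56 of these 244 miRNAs (23%), where chance gives at most 10%.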

To validate the upregulation of the above family members in the cortices of 10-month-old mice, the expression levels were quantified using qRT-PCR. All miRNAs showed marked increases in miRNA expression levels in 10-month-old, but not in 17-month-old mice, which was consistent with the microarray data (Fig 1B). These results suggest that some miRNAs may respond to the start of Aβ accumulation, and have the potential to play key roles in the early stages of AD by controlling target gene expression.

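On the arrays of 17-month-old mice, the mean log2 value of the miR-200 family was -4.71 ± 1.54 (SD, n = 3) in WT cortices and -4.10 ± 2.72 (SD, n = 3) in Tg2576 cortices. The difference of 0.61 was smaller than the pooled SD of 2.21 (two-sided exact permutation test, p = 1). One Tg2576 array, replicate 3, was at -0.96 and the other 2 were at the floor, and without it the difference was -0.95. WT replicate 2 was also at the floor, and WT replicate 3 was near it at -5.53. The miR-183 family differed by 0.47 (two-sided exact permutation test, p = 1). From the array and qRT-PCR values at the 2 ages, the paper proposes that some miRNAs respond to the start of Aβ accumulation and could act in the early stages of AD through their target genes.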

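RNA from the cortices of the same 4 groups, each with 3 samples, was hybridized to 1-colour mRNA arrays, 1 array per sample. The files hold the intensity of 59305 spots per array, background-subtracted by the authors' Feature Extraction and not normalized between arrays, and a table of log2 values from which the authors had subtracted a constant per array. The intensities of the spots of a probe were averaged, converted to log2, and centred on the 75th percentile of the 55681 probes of the array. A probe was tested if it was well above background on at least 2 arrays of a group, and 115 probes with a missing value on any array were tested only where all arrays compared had a value. Gene symbols were assigned to 26056 probes through their RefSeq transcripts, giving 19752 symbols. For a gene with several probes, the probe with the highest mean over the arrays is reported. At 10 months, 37805 to 41084 probes per array were well above background in WT mice (median 39469) and 35856 to 40661 in Tg2576 mice (median 37178). At 17 months the numbers were 35907 to 38493 in WT mice (median 37964) and 38077 to 40022 in Tg2576 mice (median 38153). All 6 mRNA arrays of 10-month-old cortex lay on 1 slide.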

To investigate the gene expression network involved in this model, we conducted a biological pathway analysis on genes that were differentially expressed (fold-change > 1.5, unpaired Student’s *t*-test; *p* < 0.05) in the cortices of 10-month-old Tg2576 mice as compared to WT mice. The top network identified by IPA software included proinsulin, extracellular signal-regulated kinase 1/2 (ERK1/2), phosphoinositide 3 kinase (PI3K), P38 mitogen-activated protein kinase (MAPK), and cAMP response element binding protein (Creb), amongst others (see Fig 1C). Thus, the members of the miRNA family identified appeared to play a role in insulin signaling.

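Between the genotypes at 10 months, limma called 0 of 39628 probes at an adjusted p under 0.05, with a smallest adjusted p of 0.137. At an unadjusted p under 0.05 it gave 3942 probes, where chance gives 1981, and the methods' t-test gave 3830. The methods' t-test with their fold-change threshold gave 324 probes, 172 higher and 152 lower in Tg2576 mice, which carry 119 distinct gene symbols. After Benjamini-Hochberg adjustment it gave 0. With the same thresholds on limma's unadjusted p, 341 probes were higher and 257 lower. With normexp, an alternative chosen after seeing the data, 134 probes were left, and without a filter on dim probes the count was 1770. Without Tg2576 replicate 3 it was 912. Without that replicate limma also called 8 probes at an adjusted p under 0.05. The genotypes did not overlap in 6827 probes (17.2%), where chance gives 10%. Among those with an unadjusted p under 0.05, the largest increases in log2 fold change were those of Ms4a15 (4.65), Omp (4.07), S100a5 (2.95), Eomes (2.70) and Shisa3 (2.47), and the largest decreases, by the fitted values, those of Crispld1 (-1.21), Nags, Gm4951, Slco1b2 (-1.06) and Eif4e1b. Nags, Gm4951 and Eif4e1b were not well above background in any Tg2576 mouse and were so in 2 of 3 WT mice, so that Gm4951 was at least 1.28-fold lower in Tg2576 mice and no fold is given for the other 2. The pathway analysis by IPA was not repeated here.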

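Of the 24 genes shown with a fold-change in Fig 1C, 23 had a probe that could be assigned and tested, and each of these changed in the direction shown there. The 18 genes higher and 5 genes lower in Tg2576 mice included 21 with a fold-change over 1.5, and 19 rounded to the number printed in Fig 1C. Omp, measured by probe A_55_P2121185, rose from -3.31 ± 0.41 to 0.76 ± 1.92 (log2, mean ± SD, n = 3 and n = 3), a fold-change of 16.8 (limma adjusted p = 0.411). Eomes rose 6.49-fold, Slc6a3 4.24-fold, Tbx21 4.23-fold, Vipr2 3.59-fold, Th 3.16-fold, Ret 2.18-fold and Ltbp2 2.04-fold. The largest decreases were those of Ctla2b (log2 fold change -0.74), Cyr61 (-0.72), Myh11 (-0.63), Ptger4 (-0.59) and Ctla2a (-0.59). Over all alternatives, the value of Ptger4 nearest 0 was -0.0062, so its decrease depends on the processing. Those of the others were -0.52 (Ctla2b), -0.59 (Cyr61), -0.26 (Myh11) and -0.39 (Ctla2a). The probes disagreed for Lepr, whose 4 probes ranged from -0.13 to 0.69, and for Btg1, whose 2 probes gave 0.20 and 0.74. Of the 23 genes, limma called 0 at an adjusted p under 0.05 over all probes, with adjusted p from 0.411 to 0.56. At an unadjusted p under 0.05, limma gave 22 and the methods' t-test 13, of which 12 also had a fold-change over 1.5. When adjusted over the list alone, limma called 22, and the genotypes did not overlap in 17 of the 23 genes, where chance gives 10%. Neither is independent evidence, because the study chose the genes on these samples. From the top network, shown in Fig 1C, the paper reasons that the members of the miRNA family appeared to play a role in insulin signaling.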

### Effect of miR-200b and miR-200c on Aβ-induced toxicity *in vitro*

To verify whether expression of miR-200b and miR-200c are altered in response to the neuronal damage induced by Aβ1–42, we treated PMNCs with Aβ1–42 peptides and examined miRNA expression levels using qRT-PCR. The miRNA expression in the treated cells was compared to that in cells treated with DMSO as a control. Both miR-200b and miR-200c expression levels in PMNCs were markedly increased by Aβ1–42 stimulation after 36 h of treatment, and the peak in the elevation of miRNA expression was observed at 72 h, with a six-fold increase being found (Fig 2A). Since Aβ is secreted into the culture medium of PMNCs, conditioned media from PMNCs were obtained at 24-h post-transfection to measure secreted Aβ1–42 levels. Surprisingly, Aβ1–42 secretion was markedly suppressed in miR-200b and miR-200c transfected PMNCs, and the impairment of Aβ secretion in the conditioned medium was dependent on the miRNA concentrations used (Fig 2B). Taken together, we speculate that miR-200b and miR-200c expression in neuronal cells has the potential to suppress the cytotoxic damage caused by Aβ, especially Aβ1–42, in the early stages of AD by regulating Aβ secretion.

**Fig 2:**
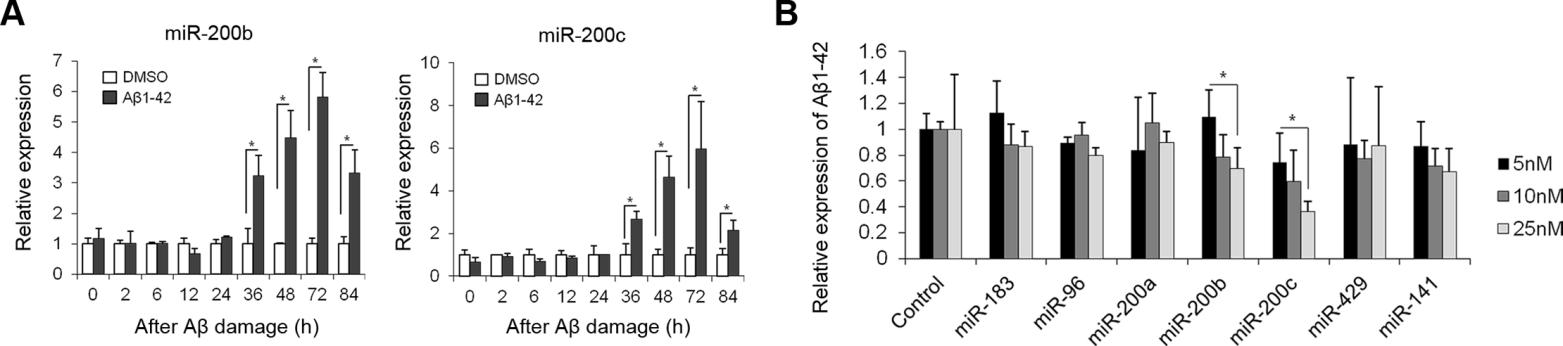
Suppressive effect of miR-200b and miR-200c on Aβ generation *in vitro*. (A) Aβ1–42 dramatically induced the expression of miR-200b and miR-200c in PMNCs. PMNCs were exposed to DMSO as control or 5 μM Aβ1–42 in DMSO. The results for miR-200b (left) and miR-200c (right) are shown as expression of miRNA in the treated sample relative to that of the DMSO treated control sample at each time point. *p < 0.05, n = 6. Data are expressed as mean ± standard error of the mean (SEM). (B) miR-200b and miR-200c attenuate Aβ secretion. Cells were treated with miRNAs at different concentrations (5 nM, 10 nM, and 25 nM). The Aβ1–42 secreted into the conditioned medium from neuronal cells was measured by ELISA. The results shown are relative to the levels in control transfected cells for each miRNA concentration. *p < 0.05, n = 3. Data are expressed as mean ± SEM.

### Effects of miR-200b and miR-200c on Aβ-induced toxicity *in vivo*

In order to evaluate the inhibitory effect of miR-200b/c on Aβ-induced toxicity *in vivo*, the spatial memory of oAβ injected mice was tested using the Barnes maze. The i.c.v. injection of oAβ has been shown to induce impairments in spatial memory, which are reversible [24, 25]. Before treatment, the oAβ solution was confirmed to contain monomers, trimers, and tetramers using SDS-PAGE (Fig 3A). We infused the miRNA-Invivofectamine® duplex i.c.v. to transfect miR-200b/c, and verified their overexpression in the hippocampus using *in situ* hybridization (Fig 3A). For the successive 5 days of training sessions, a two-way ANOVA revealed that there was no NC or miR-200b/c treatment effect (*F* (1, 9) = 0.94, *p* = 0.36) or treatment-by-session interaction (*F* (4, 32) = 2.38, *p* = 0.072) for the vehicle group. There was no effect on the latency time to enter the goal (Fig 3B). NC- and miR-200b/c-treated mice showed improved performance with increasing session number, and there was a significant effect on the latency time (*F* (4, 40) = 50.0, *p* < 0.00001). Likewise, in the training session for the oAβ-injected group, there was no effect of NC or miR-200b/c treatment (*F* (1, 10) = 0.018, *p* = 0.90) or treatment-by-session interaction (*F* (4, 36) = 0.70, *p* = 0.60) on the latency time (Fig 3B). Although the latency time varied widely in individuals in the oAβ group, session had a significant effect (*F* (4, 44) = 6.59, *p* < 0.0004).

**Fig 3:**
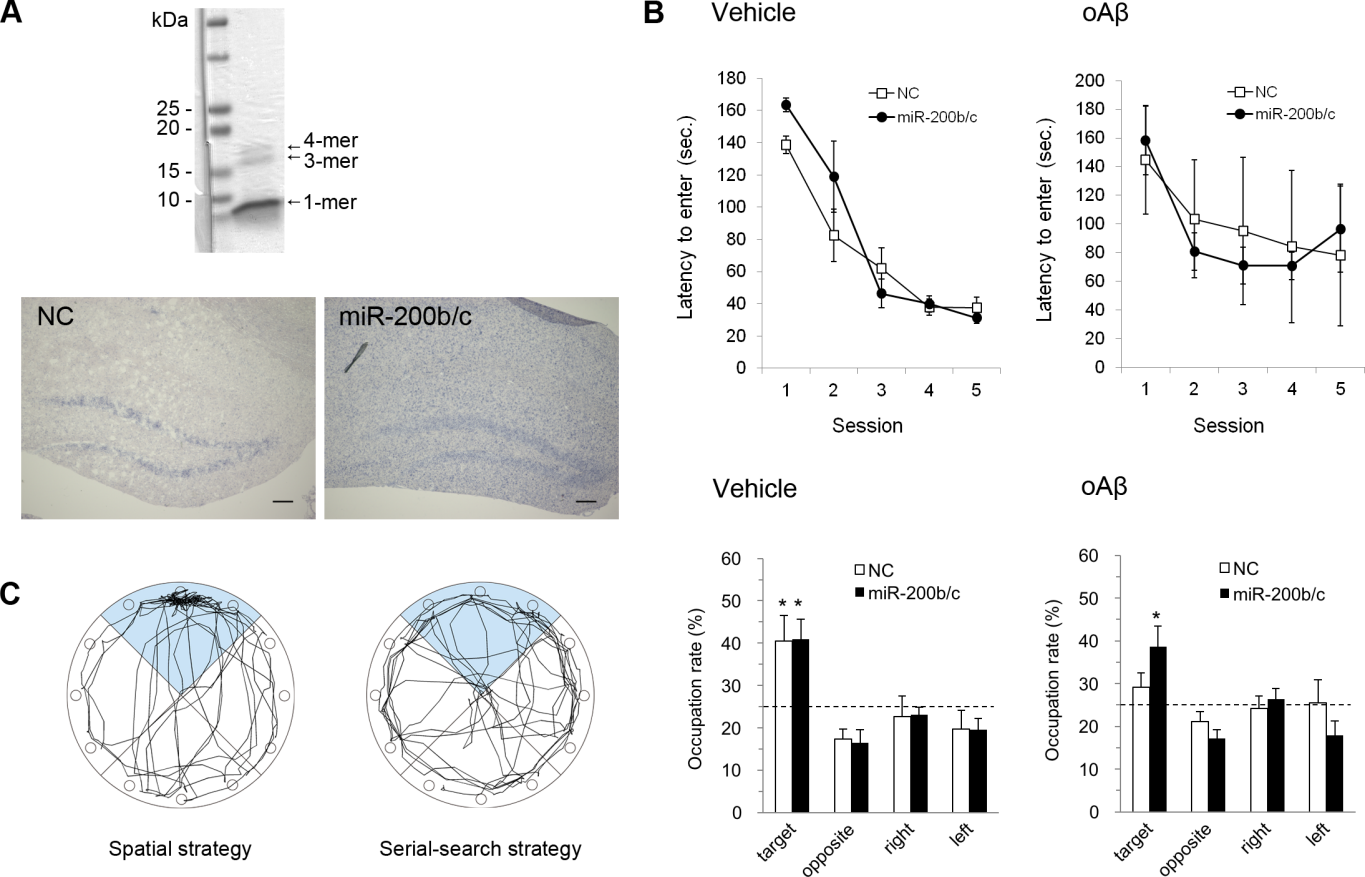
Defensive effect of miR-200b/c on oligomeric Aβ-induced learning impairments *in vivo*. (A) Upper image: Coomassie brilliant blue-stained oAβ following separation using SDS-PAGE gels. Both 4-mer and 3-mer Aβ were reliably observed. Lower images: *In situ* hybridization image showing detection of the miR-200b probe in the hippocampi of NC (left) and miR-200b/c (right) i.c.v.-infused mice. The hippocampi from the mice overexpressing miR-200b/c exhibited higher intensity digitoxin labeling than NC hippocampi. Scale bar, 100 μm. (B) Upper graphs: the latency to enter a goal hole during the training sessions over 5 days in the vehicle (left) and oAβ (right) groups. In both groups, NC- and miR-200b/c-treated mice showed improved performance with the number of sessions (two-way ANOVA, *F* (4, 40) = 50.0, *p* < 0.00001). Lower graphs: percentage of time spent in each quadrant for the vehicle- (left) and oAβ- (right) treated groups during the probe test. The results of the probe test showed that spatial learning in miR-200b/c-infused mice was not influenced by oAβ (Chi-square test, *p < 0.01). (C) Representative path tracing of mice using a spatial strategy (left) and a serial-search strategy (right).

The chi-square test results for the 300-s probe test clarified that both NC- and miR-200b/c-treated mice in the vehicle group stayed in the target quadrant significantly longer than by chance, i.e., 25% (NC: *p* < 0.005; 200b/c: *p* < 0.005). In the oAβ group, miR-200b/c-treated mice spent significantly more time in the target quadrant than by chance (*p* < 0.01), although NC-treated mice spent a similar amount of time in all quadrants (*p* = 0.72). If the mouse appropriately memorized the goal location using spatial cues, their path tracing during the probe test converged onto the target quadrant, as indicated in Fig 3C. On the other hand, NC-treated mice in the oAβ group showed path tracing in the perimeter of the maze that would lead to incidentally finding the goal by moving from one hole to the next hole, which implies that they used a serial-search strategy.

### Identification of miR-200b and miR-200c targets

To elucidate the miR-200b and miR-200c signaling pathways involved in Aβ-induced toxicity, we explored their direct targets using RIP-Chip. The RIP-Chip assay can biochemically identify target mRNAs that are co-immunoprecipitated with a ribonucleoprotein, AGO2, followed by microarray analysis. A total of 171 and 204 genes were immunoprecipitated as candidate targets of miR-200b and miR-200c, respectively (fold-change > 2.0, *t*-test; *p* < 0.05; S1 Table). The above-mentioned network consisted of differentially expressed genes in 10-month-old Tg2576 mouse cortex presenting highly expression of miR-200 family (Fig 1C). This could include downstream genes of target genes post-transcriptionally inhibited by miR-200b or miR-200c. Hence, we attempted to establish a network between the direct target genes obtained using RIP-Chip and the downstream genes consisting of the top network of differentially expressed genes in Tg2576 mouse. As a result, the IPA analysis enabled us to narrow the candidate targets down to 17 genes that were connected with downstream genes (S2 Fig). Moreover, taking *in silico* (TargetScan: http://www.targetscan.org, DIANA-microT-CDS: http://diana.imis.athena-innovation.gr/DianaTools/index.php?r=microT_CDS) predictions into consideration (S1 Table), the selected targets were validated by luciferase assays, qRT-PCR, and western blot analyses. We used ZEB1, which has been shown to be a target for miR-200b and miR-200c, as a positive control in these experiments. We also selected SRSF1 which was top-ranked among immunoprecipitated genes by RIP-Chip and has been reported to regulate S6K1 splicing.

The luciferase assay was performed for ZEB1, SRSF1, S6K1, and JUN 3'-UTR, as they include target sites with higher probabilities of preferential conservation in the TargetScan database. The activities of all of these were significantly reduced by miR-200b and/or miR-200c transfection (Fig 4A). Although their diminished levels did not correspond with the number of target sites or scores predicted from the 3'-UTR sequence *in silico*, all candidate genes were demonstrated to have direct target sites for miR-200b or miR-200c.

**Fig 4:**
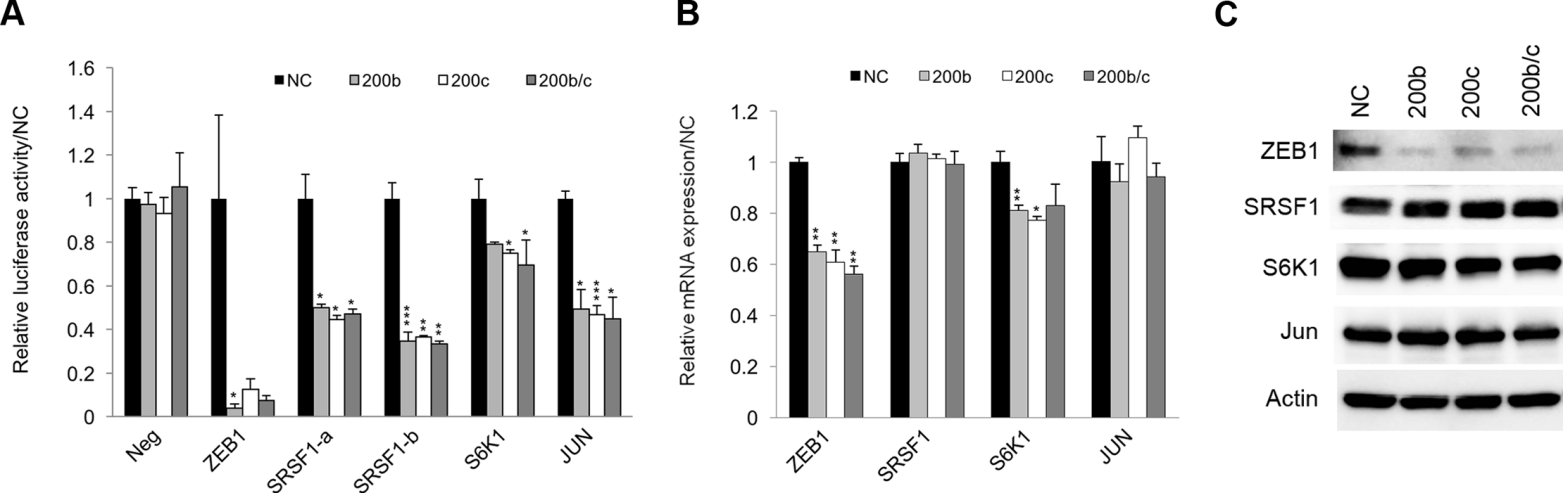
Target validation of SRSF1, JUN, and S6K1 using a luciferase reporter assay, qRT-PCR, and western blot analysis. (A) A luciferase reporter assay was performed in SH-SY5Y cells 48 h after co-transfection with the miRNAs and each luciferase reporter plasmid expressing the 3′-UTR target sequence clone. The relative luciferase activities of cells containing a target 3′-UTR were calculated as compared with the value in NC cells. Neg: negative control clone. *p < 0.05, **p < 0.01, ***p < 0.001, n = 3 (B) qRT-PCR was performed on cDNA from SH-SY5Y cells 24 h after transfection with miRNAs. The relative expressions of target mRNAs were calculated in comparison with the levels in the NC cells. *p < 0.05, **p < 0.01, ***p < 0.001, n = 3 (C) Western blot analysis was performed on protein from SH-SY5Y cells 48 h after transfection with miRNAs. Equal protein loading was determined by assessing the levels of actin.

The mRNA expression levels were also evaluated by qRT-PCR, since miRNAs reduce transcript levels in part due to mRNA cleavage. Predictably, the inhibitory effects on each gene were low, although significant differences were observed in ZEB1 and S6K1 levels in SH-SY5Y cells transfected with miR-200b and miR-200c compared to NC (Fig 4B). Western blot data showed that ZEB1 was clearly downregulated in miR-200b and miR-200c transfected SH-SY5Y cells (Fig 4C). The levels of S6K1 were somewhat decreased in miR-200c-transfected cells. No other targets were differentially expressed in miRNA-transfected cells.

### S6K1-dependent serine phosphorylation of IRS-1

Given that S6K1 is a target of miR-200b and/or miR-200c, we evaluated its downstream regulation. Mechanistically, S6K1 inactivates IRS-1 through phosphorylation of the serine (S) residues 307 and 1101, which leads to negative feedback to the PI3K/mTOR pathway. Increased serine phosphorylation of IRS-1 induces insulin resistance, suggestive of an association with AD pathogenesis. We postulated that miR-200b and/or miR-200c would inhibit S6K1, which would result in a reduction in the insulin resistance induced by oAβ. Western blot images showed that S6K1-dependent phosphorylation of IRS-1 on S307 and S1101, but not IRS-1 itself, were decreased in miR-200b- and miR-200c-transfected SH-SY5Y cells (Fig 5). On the other hand, the other residues, such as S312 and S636/639, were phosphorylated to the same degree. This finding suggests that miR-200c in part contributes to the promotion of insulin signaling through the PI3K/mTOR pathway.

**Fig 5:**
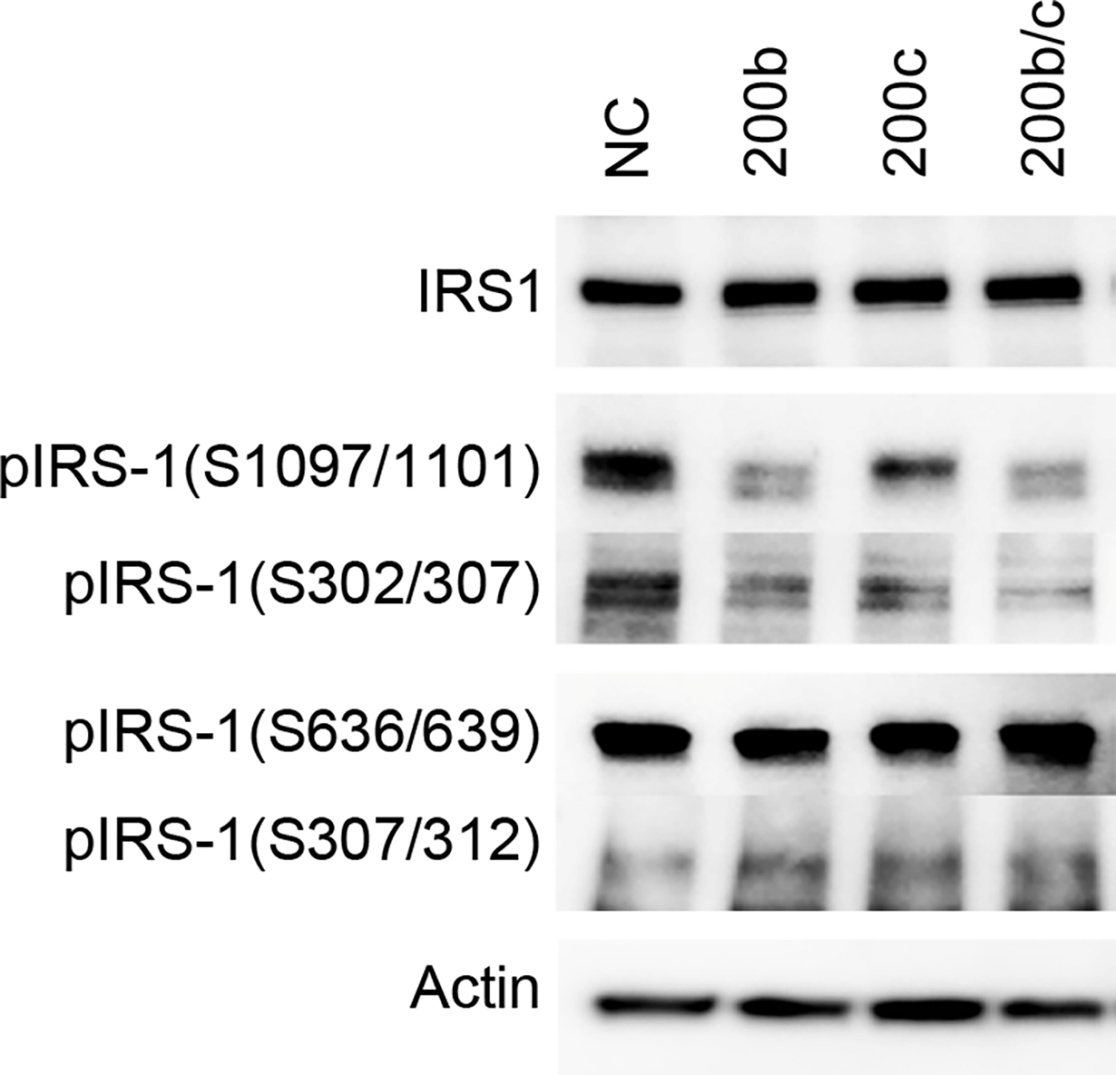
S6K1-dependent serine phosphorylation of IRS1 in SH-SY5Y cells transfected with miR-200b and miR-200c. Western blot analysis for anti-phospho IRS-1 on serine (S) 302/307, S307/312, S636/639, and S1097/1101 revealed that downstream regulation of S6K1 was inhibited by miR-200b and miR-200c. The reduction in S302/307 and S1097/1101 phosphorylation suggests that S6K1 is a target of miR-200b and/or miR-200c. Equal protein loading was determined by analyzing actin levels.

## Discussion

Aβ peptide, derived by processing of APP by BACE1, is implicated in AD pathogenesis [3, 4, 28] and causes cytotoxic damage to neuronal cells, leading to memory loss [29, 30]. Therefore, miRNAs directly targeting APP and BACE1 are of interest as potential therapeutic molecules for both AD and AD mouse models [31–33]. In this study, we showed that miR-200 family members were upregulated in the cortices of 10-month-old Tg2576 mice, which might bring about compensative effects in relation to Aβ-induced toxicity. The marked upregulation of members of the miR-200 family was confined to the phase of increasing Aβ deposition, and disappeared in the plateau phase (17-month-old mice).

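The change of the genotype difference with age was tested on the 12 miRNA arrays of cortex. The difference between Tg2576 and WT mice in the mean of the miR-200 family was larger at 10 months than at 17 months by 2.73 on the log2 scale (two-sided exact permutation of the ages within genotype, p = 0.285 over 400 regroupings, which allow a p of 0.005). For the miR-183 family the change was 2.40 (two-sided exact permutation test of the same kind, p = 0.26). The miR-200 family difference at 17 months was -0.95 without Tg2576 replicate 3 and 1.50 without WT replicate 1. The size of the change with age therefore depends on single arrays. In limma's test of genotype by age over 317 miRNAs, 0 passed at an adjusted p under 0.05 and 32 at an unadjusted p under 0.05, where chance gives 14 of the 273 not at the floor on every array. Within the miR-200 family, the log2 change with age was 2.94 for miR-200a (standard error 2.51, limma adjusted p = 0.672), 2.65 for miR-200b (2.14, 0.67) and 2.63 for miR-200c (1.47, 0.539). For miR-182 of the miR-183 family, at the floor on every WT array, the change was 1.16 (standard error 0.65, limma adjusted p = 0.539). Without 10-month Tg2576 replicate 3, limma called miR-182 alone, at 1.81 (limma adjusted p = 0.00164). That p rests largely on values set to the floor, whose equality does not measure the spread between mice.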

Previously, in 7-month-old APP23 mouse brains, it has been demonstrated that Aβ accumulation results in dysregulation of several miRNAs [34]. Another study reported that downregulation of miR-29a induces a compensatory response against neurodegeneration in the AD brain [35]. Thus, miRNA profile changes may reflect results and the subsequent feedback responses to pathological events. In this study, we investigated the function of the miR-200 family, the upregulation of which may represent an innate defense response rather than being the result of Aβ-induced toxicity. First, using *in vitro* models, we successfully reproduced the Aβ-induced upregulation of miR-200b and -200c in the media of cultured neurons. Moreover, transient transfection of neurons with miR-200b/c in particular diminished the secretion of Aβ into the conditioned media. These findings suggest that miR-200b and miR-200c have defensive roles against Aβ-induced toxicity.

Therapeutic miRNAs have been discovered and their effectiveness has been validated *in vivo*, predominantly in cancer research [20, 36, 37]. Although nanoparticles and exosomes can successfully delivery miRNAs into the brain [38], there exists no report to evaluate cognitive improvement using therapeutic miRNAs.

We used a non-viral transfection reagent, Invivofectamine®, to transfect miR-200b/c in mice *in vivo*, and examined whether these miRNAs could palliate spatial memory impairments induced by oAβ by using the Barnes maze test. Treatment with oAβ can reversibly disrupt spatial memory [24, 25], which is thought to be a result of synapse loss and inhibition of hippocampal-dependent long-term potentiation [39–41]. Mice preferentially use a spatial strategy, in so far as they could use distal room cues to learn the target location [42]. Among the mice that were injected i.c.v. with oAβ, the mice expressing NC switched from the spatial strategy to a serial-search strategy owing to spatial memory impairments. On the other hand, the mice overexpressing miR-200b/c in their hippocampi maintained the ability to memorize the spatial location. Thus, miR-200b/c may have defensive effect against Aβ-induced toxicity *in vivo*.

To gain further understanding of the defensive roles of these miRNAs in the brain, we employed a RIP-Chip assay that enabled us to find direct target mRNAs bound with miRNAs to AGO2 [43, 44]. Many tools are available to predict miRNA targets *in silico*, although they do not permit biologically meaningful identification of targets in the intended cells, tissues, and diseases. Growing evidence indicates that the miR-200 family is involved in cancer cell migration via the targeting of ZEB1 and ZEB2 [45–48]. Although neurological reports for the miRNA-200 family are few, one neurological study has shown that members of the miR-200 family contribute to olfactory neurogenesis [49], and a microarray study showed that miR-200c is differentially expressed in AD brains [50].

Our RIP-Chip assay results did not include BACE1, which is responsible for Aβ production. This reflects the poor predictive ability of *in silico* tools. We approached the target search by focusing on mRNAs involved in the insulin signaling pathway. Intriguingly, miR-8 in flies (homologous to miR-200 in mammals) has been revealed to target FOG2, which binds to a subunit of PI3K and activates insulin signaling [51]. However, in the present study, FOG2 (homologous to Zfpm2 in mouse) was not identified as a candidate gene in the RIP-assay, and it is expressed at low levels in the mouse brain (data not shown). Here, we demonstrated that several candidates from the integrated RIP-Chip and differentially expressed mRNA analysis in Tg2576 mouse brain. Based on the results from the gene expression assay and protein assays, S6K1 was a plausible target for miR-200b and/or -200c. However, considering that the result of luciferase assay was not prominent, S6K1 might be indirectly repressed by unidentified targets. Further study is required to elucidate overall mechanisms including other direct targets.

S6K1 is known to be a downstream effector of mTOR, and to induce insulin resistance via phosphorylation of serine residues of IRS1 as a feedback response [52]. Hyperphosphorylated serine residues of IRS-1 have been reported in the hippocampi of AD mouse models and monkeys injected i.c.v. with oAβ [53]. We observed that S6K1-dependent phosphorylation of IRS1 on S307 and S1101 was diminished in SH-SY5Y cells treated with miR-200b and miR-200c.

The oAβ leads to additional generation of oAβ resulted from abnormal autophagosome accumulation via inhibition of mTOR pathway [17]. The findings from our *in vitro* study suggest that miR-200b and/or miR-200c targeting of S6K1 could suppress Aβ generation through amelioration of insulin resistance. MiR-200b and/or miR-200c may play a defensive role with regard to intracellular Aβ production, as well as extracellular Aβ-induced toxicity by promoting insulin signaling. Felice and coworkers have demonstrated that insulin modulates levels of Aβ and protects against the detrimental effects of oAβ on synapses [13]. Our *in vivo* finding showed that miR-200b/c relieved oAβ-induced impairment of spatial memory. The therapeutic potential might be explained by further study to demonstrate protecting synapses from extracellular oAβ in miR-200b/c-infused models.

In conclusion, miR-200b/c-targeted inhibition of S6K1 expression might contribute to a reduction in Aβ secretion and/or Aβ–induced spatial memory impairment by promoting activation of the insulin signaling pathway in AD models.

## Supporting information

S1 Fig Experimental protocol used in behavioral test. (TIF) Click here for additional data file.

S2 Fig A combined network of direct target genes resulting from the RIP-Chip assay upstream and the top network of differentially expressed mRNAs in the Tg2576 mouse brain downstream, generated with IPA software. (PNG) Click here for additional data file.

S1 Table The list of immunoprecipitated (IP) genes were two-fold greater in SH-SY5Y cells transfected with miR-200b or miR-200c than in NC cells (t-test; *p* < 0.05). (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

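The deposited data comprise 24 miRNA arrays and 24 mRNA arrays, all of 1 colour, from WT and Tg2576 mice at 10 and 17 months of age, with 3 samples in each group of genotype, age and tissue. The tissue was cortex in 12 samples per assay and whole brain in the other 12, and the paper reports on the cortex. The authors read the arrays with Agilent Feature Extraction 10.7.3.1 and deposited the intensity of each spot, background-subtracted and not normalized between arrays, together with raw median intensities, the total signal per miRNA and quality marks. The authors also deposited a table of log2 values for each assay. For the mRNA arrays, at least 99.8% of the log2 values lay within 0.01 of the log2 intensity minus a constant per array, which stood at rank 74.97% to 75% of the array. For the miRNA arrays, 100% lay within 0.01 of the log2 total signal per miRNA minus a constant at rank 90.74%, with 660 to 806 miRNAs per array at the lowest value. The paper's text names GeneSpring GX and gives no scaling.

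The intensities were read in R 4.3.3 with data.table 1.17.8, and limma 3.58.1 was used for all models. Spots that Feature Extraction marked as outliers were left out, and the remaining spots of a probe were averaged. For miRNAs, the mean over the probes of a miRNA was divided by the 75th percentile of the array over the 402 probes well above background on all 24 miRNA arrays, set to a common floor of -5.67 where it was lower, and taken to log2. For mRNAs, the log2 value of a probe was reduced by the 75th percentile of its array. A feature was tested if it was detected, that is well above background, on at least 2 arrays of a group. Depth on an array is signal over background, and the 75th percentile of the miRNA signal lay between 351 and 426 in 17-month-old WT cortices and between 682 and 852 in 10-month-old WT cortices, with 534 to 703 and 482 to 598 in the Tg2576 cortices of 10 and 17 months. With 3 arrays per group, their number limits the precision.

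Each comparison of Tg2576 with WT mice used the 6 arrays of its tissue and age, with limma's moderated test and Benjamini-Hochberg adjustment at 0.05. The change of the genotype difference with age was tested as an interaction over the 12 cortex arrays of an assay. The methods' t-test with the paper's fold-change thresholds of 2 for miRNAs and 1.5 for mRNAs was run beside it. The means of the miR-200 family (5 members) and the miR-183 family (3 members) were compared by two-sided exact permutation tests, whose smallest p is 0.1 for 3 samples against 3. A miRNA at the floor on every array compared was given a difference of 0 and a p of 1, after rounding residues were found to yield small p values for such miRNAs. Gene symbols came from a RefSeq gene table by transcript, and only names were taken from it, since the arrays were designed on another genome build.

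The choices of samples, tests, filters, alternatives, marker lists and named genes were made before the data were examined, except where stated. The genes named are those the paper names or shows with a fold-change in Fig 1C, App, and per comparison the 5 miRNAs or genes with the largest rise and the 5 with the largest fall among those past the adjusted threshold without overlap between the genotypes, or, where none passed, among those with an unadjusted p under 0.05. For a gene with several probes, the probe with the highest mean over the 24 arrays was used. A gene well above background on no array of a group has only a bound there, taken against the higher of its own value and the lowest signal well above background on each array.

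Marker genes were listed for 13 tissues, regions or cell types and tested in the 10-month-old cortex: blood, cerebellum, choroid plexus, cortex, hippocampus, midbrain dopamine neurons, olfactory bulb, olfactory epithelium, pituitary, plaque-associated microglia, retina and pineal gland, striatum and thalamus. They were tested with camera (preset inter-gene correlation 0.01), with fry and with camera under an estimated correlation, 1 probe per gene. The tests of the same lists at 17 months and in whole brain were added after the data were seen. The mean of each list was also correlated with the mean of the miR-200 family across the arrays of a tissue. A test of the genes in S1 Table had been set down as well. It was run once and then withdrawn, and is not reported here, because the copy of the table at hand holds 171 genes for miR-200b and 203 for miR-200c, fewer for the latter than the paper states.

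The alternatives were quantile normalization, scaling over all probes or by the median, the authors' log2 values, the total signal per miRNA, a floor 4 times lower or 2 times higher, no filter, all 12 arrays of a tissue in one model, the replicate number or the slide as a block, the methods' t-test, and leaving out each array in turn. Normexp on mean spot signals could not be run because the array files used here hold median spot signals only, and normexp with an offset of 50 on the median spot signal was chosen after seeing the data in its place, as was leaving out the miRNAs at the floor on every array. The models were tested on simulated data with known changes, at the number of arrays and the moderated spread of each real feature. The noise was independent between features. Changed features were drawn at random from all tested, and miRNAs at the floor on every array could be drawn. A log2 change of 1 was recovered in 74% and 72% of 200 changed probes on the mRNA arrays of 10 and 17 months and in 86.7% of 30 changed miRNAs at each age, and a log2 change of 2 in at least 95%. These shares do not apply to features as variable as the miR-200 family, whose members had standard errors of 0.91 to 1.06 in the 10-month-old cortex. False calls made up 3.23% to 10.3% of the calls over the 8 simulations. A first limit of 10% failed in 1 of them and was replaced by a binomial test for each. RIP-Chip, qRT-PCR and cell data were not analysed here, and the pathway analysis was not repeated.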

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

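The test of the olfactory bulb list in the 10-month-old cortex was fixed in advance, as were the tests of other tissues, of the slide and of scaling for it, while the normexp setting within the scaling test, the splits of the samples for every list and all tests of the 17-month-old cortex were chosen only after the result was seen. A list is given here if camera called it higher in Tg2576 mice. A first rule that also asked for an unadjusted fry p under 0.05 took the olfactory bulb, choroid plexus and microglia lists, and it was changed after the data were seen, which added the midbrain and thalamus lists.

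Genes that mark the olfactory bulb were higher in the cortices of 10-month-old Tg2576 mice, a signal in genes that the paper does not discuss. The median log2 fold change of the 20 genes was 1.05, with 20 of 20 higher (camera adjusted p = 1.6e-15). The call did not hold under fry (adjusted p = 0.135) or with an estimated correlation (adjusted p = 0.542). The median ranged from 0.85 to 1.22 over 12 alternatives. None of the genes is in Fig 1C or in another list, 17 of 20 were well above background on all 6 WT cortex arrays, and the most abundant was Meis2, at a log2 value of 3.49 in WT cortex. In 1 of 10 splits of the 6 arrays, the real one, the median was as large, and 10 splits cannot exclude chance. Together with the higher miR-200 and miR-183 families and genes of Fig 1C such as Omp and Eomes, the value suggests that olfactory bulb tissue in the dissected cortex is a candidate explanation, since the list was set up without any gene of that figure. The slide is argued against for the miRNAs by a miR-200 family difference of 2.95 with the slide as a block, and all 6 mRNA arrays lay on 1 slide. Scaling is argued against by a lowest family difference of 3.14 over the 6 scalings, floors and signals set beforehand, and of 2.37 with normexp, chosen after seeing the data. Other tissues stay open. The pituitary list had a median of -1.43 (camera adjusted p = 0.127, fry adjusted p = 0.51), and the arrays of the genotypes overlapped. The olfactory epithelium list had a median of -0.0328 with members going both ways, the midbrain dopamine list 0.16 and the 4 tested genes of the retina and pineal list -0.149, and these values do not decide. An expression change in the Tg2576 cortex itself, by genotype and age, also stays open and was not tested apart from tissue amount, because each gene of the list is measured in the same RNA.

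In the cortices of 17-month-old mice, 4 other lists were higher in Tg2576 mice, in genes that the paper does not discuss. The choroid plexus list had a median log2 fold change of 0.716 with 12 of 12 genes higher (camera adjusted p = 5.16e-06, fry adjusted p = 0.165), and 0.546 to 0.961 when 1 array was left out. All 12 genes were well above background on all WT cortex arrays, led by Enpp2 at a log2 value of 5.16. The thalamus list had a median of 0.545 with 10 of 10 genes higher (camera adjusted p = 0.000332, fry adjusted p = 0.375), and 0.425 to 0.774 with 1 array left out. Of its 10 genes 9 were well above background on all WT cortex arrays, led by Ramp3 at 2.32. The midbrain dopamine list had a median of 0.698 with 8 of 9 genes higher (camera adjusted p = 0.0265, fry adjusted p = 0.38), which was 0.298 without Tg2576 replicate 2 and at most 0.954. Of its 10 genes 6 were well above background on all WT cortex arrays, led by Aldh1a1 at 2.83. With an estimated correlation, the adjusted p was 0.62 for the choroid plexus list and 0.622 for the others of these 3. The slide stays open, because WT replicate 3 alone shares a slide with the 3 Tg2576 arrays. With the slide as a block, which sets that 1 array against the 3, the medians were 0.851 for choroid plexus, 0.601 for thalamus and 1.21 for the midbrain list, and they decide nothing. In 2 of 10 splits of the arrays the median was as large for each of these 3 lists, so chance cannot be excluded. Tissue of these regions in the dissected cortex of some mice may account for the lists. Their genes moved together from mouse to mouse within groups, with mean correlations of 0.279 for choroid plexus, 0.333 for the midbrain list and 0.782 for thalamus, above the 95th percentiles of 1000 random lists (0.156, 0.201 and 0.173). A coordinated expression change would give the same correlation, and the genotype at 17 months remains open as a biological explanation, untested.

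The list of plaque-associated microglia was also higher in the 17-month-old Tg2576 cortex, with a median log2 fold change of 0.309 and 9 of 10 genes higher (camera adjusted p = 0.000332, fry adjusted p = 0.165, adjusted p = 0.62 with an estimated correlation). With 1 array left out the median was 0.245 to 0.365, and with the slide as a block, where 1 WT array is set against 3, it was 0.327, which leaves the slide open. In 1 of 10 splits the median was as large, and 10 splits cannot exclude chance. Of the 10 genes on the array 6 were well above background on all WT cortex arrays, led by Tyrobp at a log2 value of 1.99. A response to amyloid burden is a possible explanation, since genotype and age are in the design. In the whole brain of 17-month-old mice the median was 0.115 with 5 of 10 genes higher, and the mean was 0.319 (camera adjusted p = 0.353). The list mean was 0.3695 to 0.9118 on the Tg2576 arrays there and 0.2209 to 0.3551 on the WT arrays, without overlap. These values leave the response to amyloid burden open, because a response limited to parts of the brain would be diluted in whole brain.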

How the results depend on the processing

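Normexp on the median spot signal and leaving out the miRNAs at the floor on every array were the tests chosen only after the result was seen. Unless a cause is named, the cause of a change was not tested.

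The miR-200 family difference in the 10-month-old cortex kept its direction under all 15 alternatives, from 2.37 to 4.28, and that of the miR-183 family from 2.01 to 4.69, the highest being that with the authors' log2 values. At 17 months the differences were -0.95 to 1.50 and -0.76 to 1.18, with negative values for both families without Tg2576 replicate 3, and for the miR-183 family with the authors' log2 values (-0.38).

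limma called 0 features in each of the 8 comparisons and both tests of genotype by age, with the counts at an unadjusted p under 0.05 and by the methods' t-test given under Other observations or at the claims. The counts changed as follows. For miRNAs in the 10-month-old cortex the count was 1 with a floor 4 times lower (miR-466f-3p), 3 with the total signal (miR-3095-3p, miR-17* and miR-466f-3p, all lower), 1 with the authors' log2 values (miR-182) and 4 with the slide as a block (miR-376a* higher, miR-22*, miR-365 and miR-125b-5p lower), all named after their values were seen, and 0 to 4 with 1 array left out, the 4 being without WT replicate 3, the lone WT array on its slide. The count past limma's unadjusted p and the fold-change threshold, 7, was 12 with the total signal, 13 with the authors' log2 values, 0 with the slide as a block, 4 with all 12 arrays in one model, and 0 to 8 with 1 array left out, the lowest without WT replicate 3 or Tg2576 replicate 2. With the slide as a block, WT replicate 3 no longer counts, which leaves fewer samples. For mRNAs in the 10-month-old cortex limma called 1 with normexp (6430571L13Rik) and 3 with all 12 arrays, and 0 to 8 with 1 array left out (8 without Tg2576 replicate 3). The count past the unadjusted p and fold-change threshold, 598, was 134 with normexp, 1770 without a filter, 324 with the methods' t-test and 477 to 912 with 1 array left out. For miRNAs in the 17-month-old cortex limma called 0 to 15 with 1 array left out (15 without WT replicate 3). Without that replicate the genotypes shared no slide at this age in either assay, so no count without it separates slide from genotype. Scaling over all probes gave 133, all higher in Tg2576 mice, where 4 passed the unadjusted threshold and fold-change. That scaling moved the median log2 fold change of all miRNAs tested at 17 months to 0.471, so that a miRNA at this value changed as much as the median. At 10 months the median moved to -0.292 with the authors' log2 values, -0.101 with the total signal and 0.15 with normexp, at 17 months to -0.16 with normexp, and in the test of genotype by age to -0.377 with scaling over all probes, -0.203 with the authors' log2 values, -0.135 with the total signal and 0.387 with normexp. For mRNAs at that age limma called 43 with the slide as a block, which sets WT replicate 3 alone, assumed to vary like the others, against the 3 Tg2576 arrays, and 2 with all 12 arrays, and the count past the unadjusted p and fold-change threshold, 787, was 128 with normexp, 1611 without a filter, 390 with the methods' t-test and 639 to 1451 with 1 array left out, the highest without WT replicate 3.

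In whole brain limma called, with the slide as a block, 1 miRNA and 6 mRNA probes at 10 months and 1 miRNA at 17 months (miR-3472 and miR-204), where at 10 months the block sets Tg2576 replicate 1 alone, assumed to vary like the others, against the 3 WT arrays, and at 17 months also 1 miRNA with the authors' log2 values (miR-206) and 1 with the replicate number as a block (miR-31). With 1 array left out the counts were 0 to 27 for miRNAs at 10 months and 0 to 1 for mRNAs at 10 months. The 27 came without Tg2576 replicate 1, where the genotypes shared no slide, so it cannot separate slide from genotype. At 17 months the counts were 0 to 1 for miRNAs and 0 to 1 for mRNAs. In the test of genotype by age, limma called 2 miRNAs with scaling over all probes (miR-219-5p and miR-100), 1 with a floor 4 times lower (miR-466f-3p), 2 with the total signal (miR-3095-3p and miR-17*), 170 with normexp, and 0 to 8 with 1 array left out. For mRNAs it called 5 with the slide as a block and 0 to 291 with 1 array left out, the highest counts being without the 17-month WT replicate 3. Without that array the 17-month WT group holds 2 arrays, and the 17-month genotypes share no slide, so these counts cannot separate slide from genotype. The replicate numbers were found not to pair the samples. The slide could not be used as a block for the mRNA arrays of 10-month-old cortex and 17-month-old whole brain, whose arrays lay on 1 slide each.

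In the marker lists, the camera calls of the 10-month-old cortex did not hold under fry or with an estimated correlation. Under fry the adjusted p was 0.487 for blood, 0.524 for cortex, 0.135 for olfactory bulb and 0.496 for striatum, and with an estimated correlation it was 0.542 for each of these 4. The blood list was no longer called without a filter (median -0.96, adjusted p = 0.191). The midbrain dopamine and thalamus lists were called with normexp (medians 0.12 and 0.28, adjusted p = 0.0463 and 0.0158), and the pituitary list with the replicate number as a block (median -1.43, adjusted p = 0.00289). The direction given by camera reversed for lists near 0: hippocampus with quantile normalization (median 0.0079), without a filter (0.0192) and with the replicate block (0.0192), choroid plexus without a filter (-0.0232), and olfactory epithelium with normexp (0.0408). With 1 array left out the medians ranged from -1.45 to -0.67 for blood, -0.32 to 0.30 for choroid plexus, -0.28 to -0.0574 for cortex, -0.12 to 0.0742 for hippocampus, 0.11 to 0.20 for midbrain, -2.90 to -0.53 for pituitary, -0.0667 to 0.00229 for microglia, -0.20 to -0.072 for retina and pineal, -0.18 to -0.0707 for striatum and 0.14 to 0.51 for thalamus. The blood list was no longer called without WT replicate 2 or Tg2576 replicate 1 or 2, the cortex list without WT replicate 3 or Tg2576 replicate 1 or 2, and the striatum list without WT replicate 3 or Tg2576 replicate 2. Lists that camera did not call with every array were called with 1 left out: midbrain without WT replicate 1 or Tg2576 replicate 3, thalamus without WT replicate 1 or Tg2576 replicate 1, pituitary without WT replicate 3 or Tg2576 replicate 2, retina and pineal without WT replicate 1 or 3, and choroid plexus and hippocampus, both lower in Tg2576 mice, without WT replicate 3 (adjusted p = 0.00504 and 0.0473). The olfactory bulb list was called with each array left out.

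Among named features, miR-133b and miR-133a reversed with normexp (0.17 and 0.23), and miR-133a was 0 with a floor 2 times higher. At 17 months miR-200a reversed with a floor 4 times lower (-0.0486), and miR-150 (0.00727), miR-1937c (0.00838), miR-328 (0.0349) and miR-222 (0.0482) with scaling over all probes, while miR-484 was 0 with a floor 2 times higher. With 1 array left out at 17 months, miR-200a ranged from -1.41 to 1.55 and miR-200b from -1.12 to 1.59. In the 10-month-old cortex Bace1 reversed with normexp (0.00919), and Srsf1 with quantile normalization (-0.00771), centring on the median (-0.00634) and the authors' log2 values (-0.000307). With 1 array left out the ranges were -0.0991 to 0.0392 for App, -0.11 to 0.0159 for Bace1, -0.0637 to 0.0831 for Jun, -0.43 to 0.0193 for Rps6kb1, -0.0268 to 0.0328 for Srsf1 and -0.26 to 0.0253 for Zeb2. Signal over background limits the miR-200 family at 17 months in both genotypes. There 2 of 3 Tg2576 arrays and WT replicate 2 were at the floor, and WT replicate 3 was near it at -5.53.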

Differences from the paper's values

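The only test chosen after the result was seen that bears on this part is normexp on the median spot signal.

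For miR-1187 in the 10-month-old cortex, Fig 1A of the paper shows a log2 fold change of about -1.2, read by eye, and the value here was 0, with the mean over probes at the floor on all 6 arrays. Of the alternatives set before the data were examined, the authors' log2 values (-1.2) and the total signal per miRNA (-1.01) fell within the replicate spread of the paper's value. Quantile normalization (0), scaling over all probes (-0.11), a floor 4 times lower (-0.17) or 2 times higher (0), no filter (0), the blocks, all 12 arrays in one model and each array left out in turn did not. Normexp on the median spot signal, chosen after seeing the values, gave 0.17 and did not either.

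The paper states that at 17 months miR-1187 alone was decreased. Here it was detected on 0 of 6 cortex arrays at that age, so the detection filter kept it out of the test. The authors' log2 values were run with the same filter and did not test it at that age either. Without a filter its difference was 0, with its value at the floor on every array. These values therefore do not decide on the paper's statement. The methods' t-test with the fold-change threshold gave 0 miRNAs at 17 months (31 at an unadjusted p under 0.05, and 41 with limma).

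The paper counts miR-182 among the significantly upregulated miRNAs at 10 months. Here its fitted log2 fold change was 1.30, with 4 of the 6 arrays set to the floor, and it was not called by the methods' t-test or by limma (adjusted p = 0.815). The authors' log2 values gave a log2 fold change of 7.35 with a limma adjusted p of 0.0313, and the total signal per miRNA gave 3.39 with 0.228. Leaving out Tg2576 replicate 3 gave 1.95 with 0.00336. With every WT array at the floor, that p does not measure the spread between WT mice. Over all alternatives the adjusted p ranged from 0.00336 to 1. With all 12 cortex arrays in one model its unadjusted p was also under 0.05, at a log2 fold change of 1.30 with an adjusted p of 0.695. The other 7 members that the paper calls were past the methods' t-test and fold-change threshold, without adjustment. Of these, limma called miR-200c without Tg2576 replicate 3, at a log2 fold change of 4.30 (adjusted p = 0.00862, and up to 1 over all alternatives).

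The paper selects the genes of its network as past its fold-change and t-test thresholds. Of the 23 genes of Fig 1C with a value here, 12 were past both, 21 had a fold-change over 1.5, and 22 had an unadjusted p under 0.05 with limma. Each gene was read by its probe with the highest mean over the 24 arrays. The probes of Lepr and Btg1 disagreed, so these counts depend on the probe chosen. Without Tg2576 replicate 3, limma also called Omp at an adjusted p of 0.0287 (log2 fold change 5.17), where the adjusted p over all alternatives ranged up to 0.771.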

Other observations

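The olfactory bulb test across the arrays was set down before its result was seen, while those of slide, signal strength and amyloid burden for the differences between mice, the same relation in whole brain taken alone, the splits for genotype by age and the marker lists outside the 10-month-old cortex were tests chosen only after the result was seen.

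The series also holds arrays of whole brain, which the paper does not report. limma called 0 in each of the 4 comparisons of Tg2576 with WT mice. At an unadjusted p under 0.05 it gave 20 of 372 miRNAs at 10 months and 23 of 339 at 17 months, and 4328 of 38108 and 4803 of 36978 mRNA probes, where the methods' t-test gave 14, 18, 3738 and 4292 and chance gives 13 and 14, of the 269 and 271 miRNAs not at the floor on every array, and 1905 and 1849. The methods' t-test with the fold-change thresholds gave 0 miRNAs at either age, and 296 and 353 mRNA probes. The miR-200 family differed by 0.27 at 10 months (two-sided exact permutation test, p = 1) and by 0.69 at 17 months (two-sided exact permutation test, p = 0.8). In the 17-month-old cortex, limma called 0 of 38889 mRNA probes (3625 at an unadjusted p under 0.05 and 3353 with the methods' t-test, where chance gives 1944). The largest changes there were those of Irx2 (log2 fold change 3.57), Slc6a3 (3.52) and Gata3 (3.36) upward and, by the fitted values, Grxcr2 (at least 1.06-fold lower), Mep1a (at least 1.57-fold lower) and Egr2 (-1.57) downward, of which Grxcr2 and Mep1a were well above background in 2 of 3 WT mice and 0 of 3 Tg2576 mice. Of 40254 mRNA probes, genotype by age gave 0 calls with limma and 3787 at an unadjusted p under 0.05, where chance gives 2013. With 0 calls, other splits of the arrays give as many whatever the data (10 of 10 in each of the 8 comparisons, and 100 of 100 drawn assignments of the ages in both tests of genotype by age), so these splits decide nothing about chance.

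In the 10-month-old cortex, the camera test also called lower values in Tg2576 mice for the blood list (median log2 fold change -1.03, 0 of 5 genes higher, adjusted p = 0.0202), the cortex list (-0.18, 1 of 12, adjusted p = 0.0202) and the striatum list (-0.16, 0 of 11, adjusted p = 0.0105), none of which held under fry or an estimated correlation. The lists not called had medians of 0.11 (cerebellum), -0.02 (choroid plexus, whose mean was 0.14), 0.02 (hippocampus), 0.16 (midbrain dopamine neurons), -0.03 (olfactory epithelium, whose mean was 0.05), -1.43 (pituitary), -0.01 (plaque-associated microglia, whose mean was 0.03), -0.15 (retina and pineal gland) and 0.30 (thalamus). In whole brain, camera called blood (-0.86), pituitary (-3.03) and retina and pineal (-0.23) at 10 months and cerebellum (-1.44) at 17 months, all lower in Tg2576 mice, and none of these held under fry or an estimated correlation.

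The genes that the paper names as targets or in its discussion showed small differences in the 10-month-old cortex. The log2 fold change was -0.02 for App (standard error 0.09, limma adjusted p = 0.944), -0.04 for Bace1, 0.20 for Irs1, -0.31 for Zfpm2, -0.27 for Rps6kb1 (4 probes from -0.42 to -0.05), 0.12 for Zeb1, -0.14 for Zeb2 (2 probes from -0.14 to 0.04), 0.01 for Jun and 0.00 for Srsf1, with limma adjusted p from 0.484 to 0.998. App was measured by 1 probe, assigned through the mouse transcript, and whether that probe reads the APP transgene of Tg2576 mice was not tested. Its value shows no rise on the arrays labelled Tg2576 and does not establish the genotype labels, which were taken as given.

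The miR-200 family differed between mice of the same group in both tissues. Arrays of the miRNA and mRNA assays with the same label were taken as 1 mouse, which the labels do not state. Across the 12 cortex arrays, the mean of the olfactory bulb list correlated with the family (r = 0.928, permutation p = 9e-05, adjusted p = 0.00117; rho = 0.796, permutation p = 0.00319, adjusted p = 0.0415), with r = 0.839 without the 2 arrays farthest from the median. Across the 12 whole brain arrays, r was 0.953 (permutation p = 3e-05, adjusted p = 0.00078) and rho 0.89 (permutation p = 0.00025, adjusted p = 0.0065), with r = 0.896 without the 2 farthest. These are 2 of 26 relations of 13 lists in 2 tissues, and no other list passed the adjustment. Within mRNA slide 1, r was 0.93 over 8 cortex arrays, and within slide 3 it was 0.978 over 8 whole brain arrays, while slide 2 held 4 arrays of each tissue, too few for a value. Within genotype, the exact permutation test gave r = 0.966 (p = 0.00556) over 6 Tg2576 cortex arrays, 0.963 (p = 0.00278) over 6 Tg2576 whole brain arrays and 0.959 (p = 0.00556) over 6 WT whole brain arrays. Over the 6 WT cortex arrays r was 0.671 (exact permutation p = 0.158), and -0.131 without the 2 farthest, so the relation was not shown there.

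A varying amount of olfactory bulb tissue between the dissected samples may therefore underlie the differences between mice of the same group in whole brain (0.959 in WT mice alone), and for the WT cortex (0.671) the question stays open. The miRNA slide is argued against, since the family ranged by 4.54 on the log2 scale, as a median over the groups whose 3 arrays shared a slide. Signal strength is argued against, since 0% of the miRNAs of like level had as large an SD within groups as the family (SD 1.79 in cortex against a median of 0.119 over 79 miRNAs, and 2.24 in whole brain against 0.117 over 83). A response to amyloid burden is argued against for the WT whole brain, where the SD was 2.26, and 3 of 6 WT arrays were at or above the Tg2576 median of -3.45. For the Tg2576 mice it stays open, with a correlation of the family with the microglia list of 0.00643 in whole brain and -0.501 in cortex over 6 arrays each (exact permutation p = 0.986 and 0.289). Other differences in expression between mice of a group were not tested.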
